A study of Rattus norvegicus with 74 samples.

How the data were processed

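Total RNA was measured in male Wistar Kyoto rats that were 9 weeks old at sampling. Per the labels, one arm trained on a motorised treadmill from 5 weeks of age for 4 weeks, 5 days a week, reaching 60 min per session at 20 m/min (ExT). The control arm stood on a treadmill that did not move (Sed). Tissue was taken 24 h after the last session. The red inner part of the gastrocnemius, a hindlimb muscle, gave 2 kinds of library from each of 30 rats: whole muscle (SM) and mitochondria captured from fresh muscle with an antibody and then treated with RNase-A and proteinase-K (MT). The wall of the left ventricle (LV) was sampled in 14 of these rats. The groups were SM_Sed, SM_ExT, MT_Sed and MT_ExT with 15 libraries each, and LV_Sed and LV_ExT with 7 libraries each, 74 libraries in all. Every library was placed in its group by its title, and no column belonged to any other sample.

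The values used are counts per gene, whole numbers that the authors deposited as 3 tables, one each for SM, MT and LV, with 30560 genes named by Ensembl rat gene identifier, symbol and biotype. Per the labels' protocols, RNA was extracted on spin columns with DNase-I treatment on the column for all 3 kinds of sample. Libraries from 50 ng (SM) or 10 ng (MT) of RNA were made with a Zymo kit for ribosomal depletion, and libraries from 100 ng of LV RNA with an Illumina Ribo-Zero kit, per the labels. The labels state no aligner, counting program, genome build, annotation version or strand setting. Near-identical gene copies and overlapping or antisense genes are therefore reported as uncertain, and no coordinates are given. The kit and the RNA input differed between LV and SM and the input differed between MT and SM, so contrasts between these sample types include those differences. The gene names come from the deposited tables themselves. A separate table of RefSeq genes was not used here because it matched none of the Ensembl identifiers.

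Of the 30560 genes, 37 lie on the mitochondrial genome: 13 mRNAs, 2 rRNAs and 22 tRNAs. The other 30523 are called nuclear-encoded, and 6518 genes of the tables carry no symbol. Total counts per library ranged from 19477976 to 39401323 in SM, from 530397 to 9988027 in MT and from 54645657 to 75758777 in LV. The smallest abundance a library can show was taken as 3 counts, which equals 0.0761 to 0.154 CPM (counts scaled to a fixed total per library) in SM, 0.300 to 5.66 CPM in MT and 0.0396 to 0.0549 CPM in LV. Intervals on the share of counts of a single library are Wilson intervals at the 95% level. Intervals and floors cover counting error only, because reads copied by PCR are not independent molecules. Libraries within each group were compared by chi-square over genes. The smallest value per degree of freedom was 1.20, in MT_ExT (p = 6.4e-84), so no pair of libraries agreed within sampling noise and every library was counted as a replicate.

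Differences between groups were tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) on the deposited counts, with TMM normalization, the filterByExpr filter and robust dispersion estimates. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 are called. Log2 fold changes are given with their standard error (SE). The 7 count tests compared ExT with Sed in SM, in MT and in LV, MT with SM in Sed and in ExT rats, and the training effect between MT and SM and between LV and SM through an interaction term. The last of these used SM libraries of the 14 rats that also gave LV. Each test used only the libraries of its own groups. CPM values of genes are TMM-scaled within the libraries of their test.

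For each library, the percent of counts on mitochondrial-genome genes, the number of nuclear-encoded genes with at least 10 counts and the percent of nuclear-encoded counts per biotype were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For the number of genes, the libraries of a comparison were first thinned at random to its smallest total. Group means were compared with two-sided permutation tests of 100000 resamples, which cannot give a p below 2e-05, and exactly where a group had fewer than 10 libraries. Adjusted values (q) are Benjamini-Hochberg values over 5 tests for the first measure, 5 for the second and 23 for the biotypes. Biotypes with a mean of at least 0.1% in either group were tested.

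Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, for 6 sets in 4 comparisons, adjusted over the 24 tests. Lists of mitochondrial-genome mRNAs, non-coding RNAs described in mitochondria, fibre-type genes, genes known to respond to endurance training and genes of other compartments were fixed before the data were examined, and are adjusted over each list as well as over all genes. The genes named in the text were chosen by a rule that was also fixed beforehand. For each count test it takes called genes with a symbol and a mean of at least 5 CPM, up to 4 with the smallest p in each direction. For MT against SM it takes nuclear-encoded genes with the largest fold change in place of the smallest p. Genes named outside this rule are said to be so.

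The rat number in the titles pairs the libraries of a rat, since MT came from the same muscle as SM and LV from the same animal. Comparisons of MT with SM, and of LV with SM, were therefore repeated with the replicate number as a block. For single measures this was a sign-flip test within rats, whose smallest two-sided p is 6.1e-05. ExT and Sed are different animals and share no numbers.

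Alternatives tried for the count tests were DESeq2 1.42.0, median-ratio (RLE) size factors, no filter on low counts, a mean of at least 1 CPM, nuclear-encoded genes alone, and limma voom with quality weights. For the training tests, 2 surrogate variables (sva 3.50.0), the log2 library total as a covariate, a test against a 1.2-fold change and, in SM and MT, one model over all 60 libraries were added. For MT against SM, a test against a 2-fold change, library totals without TMM and thinning of every library to the smallest total were added. After the data were examined, the rat number range (2 to 16 against 17 to 32) was added as a covariate and as a subset, for the count tests, single measures and gene sets of SM and MT. LV had only 2 libraries in the earlier range, too few for a subset of it. The covariate and the later range alone were not run in LV. The share of the 13 mRNAs in all counts was also added then, since the alternative set beforehand leaves mitochondrial rRNA and tRNA genes out of the total. LV was refitted without each of 2 libraries. The difference in training effect between the ranges was tested as an interaction, with edgeR in SM and with camera in SM and MT, also after the data were examined.

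The procedures were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by a known fold. At a 2-fold change the edgeR training test called 96% of these in SM (13570 genes), 99.5% in MT (19281 genes) and 84% in LV (14488 genes). At a 1.25-fold change it called 52% in SM, 12% in MT and 23% in LV. The test of MT against SM called 77% of 2-fold changes among 22842 genes, and the interaction of training with fraction called 38% among 27684 genes. For MT against SM, both fractions were simulated from the same mean per gene, so only the 200 changed genes differed. In the real Sed data 21648 of the 22842 genes were called, so the simulated shares for MT against SM may not hold there. False calls made up 2.04% of all calls in SM, 3.86% in MT and 4.55% in LV at a 2-fold change, and 3.70%, 11.1% and 2.13% at a 1.25-fold change. They made up 9.41% for MT against SM (11.9% with the replicate number as a block), 2.56% for the interaction with fraction, 2.78% for that with tissue and 7.69% with DESeq2 in SM. The model of genes that rise with mitochondrial-genome counts, used under the other observations, was tested with 200 genes given a slope of 0.25. It called 98% of these among 18747 genes, and false calls made up 5.31%. The share of false calls was thus above the 5% aimed at for MT against SM and for MT at a 1.25-fold change. It was also above 5% for DESeq2 in SM and for the slope model. Figures were drawn with matplotlib 3.10.9.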

Results

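RNA was sequenced from whole red gastrocnemius (SM), from mitochondria isolated from the same muscle (MT) and from the left ventricle (LV) of sedentary (Sed) and treadmill-trained (ExT) rats. The series asks whether muscle mitochondria hold RNA encoded in the nucleus and whether endurance training changes it. There were 15 libraries in each of SM_Sed, SM_ExT, MT_Sed and MT_ExT, and 7 in each of LV_Sed and LV_ExT. The median total was 28162264 counts in SM, 1479292 in MT and 67459454 in LV. In MT, nuclear-encoded counts ranged from 430162 to 1055433 per library, a 2.45-fold range, whereas mitochondrial-genome counts ranged from 100235 to 9531230, a 95.1-fold range. The libraries of rats numbered 2 to 16 and of rats numbered 17 to 32 differed in many genes in SM and MT, with equal shares of trained rats in both ranges. Comparisons in these tissues are therefore also given within each range, with 14 rats in the earlier and 16 in the later. In LV, 2 libraries came from the earlier range, too few for a comparison within it. LV comparisons were not repeated within the later range alone.

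The share of counts on the mitochondrial genome was compared between MT and SM. It includes mitochondrial rRNA and tRNA genes. The mitochondrial-genome mRNAs alone held 10.6% of all counts in MT_Sed and 6.97% in SM_Sed, a difference of 3.59 points. MT and SM libraries were depleted of ribosomal RNA, and their RNA input differed. The share therefore cannot tell enrichment of mitochondria apart from a difference in depletion. In Sed rats it averaged 50.6% ± 22.9 in MT and 30.1% ± 4.28 in SM (SD, n = 15 each). The difference of 20.5 percentage points had an adjusted p of 0.0076 (two-sided permutation test, raw p 0.00152, 5 tests), and the share was higher in MT in 12 of 15 rats. With the replicate number as a block the adjusted p was 0.0241. In ExT rats the share was 49.4% ± 27.3 in MT and 32.4% ± 2.99 in SM, higher in MT in 10 of 15 rats, and the difference of 17.1 points did not pass the adjusted threshold (q = 0.0574, and 0.103 with the replicate number as a block). Whether this difference varied between Sed and ExT was not tested. Libraries of one rat deviated together only weakly, with a median correlation of 0.0164 between the MT and SM libraries of the same rat over 9709 genes, against 0.000807 for different rats. Within rat ranges, the Sed difference was 23.7 points (exact permutation q = 0.0443) in the earlier and 17.7 points (q = 0.105) in the later range. The ExT difference was 5.07 points (exact permutation q = 0.7995) in the earlier and 27.6 points (q = 0.0149) in the later range, so it did not hold in both.

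Training left the mitochondrial-genome share without a detectable change in each tissue. In SM the share was 2.25 points higher in ExT (q = 0.175, two-sided permutation test), a difference that was within the spread across rats. The rat range moved this result most. The difference was 5.16 points in the earlier range (exact permutation q = 0.0373, n = 7 each) and -0.291 in the later range (exact permutation q = 0.884, n = 8 each), and the difference between the ranges had a permutation p of 0.0523. In MT the share was lower by a mean of -1.13 points in ExT (q = 0.904), and the difference was -13.4 in the earlier and 9.63 in the later range, neither past the threshold (exact permutation q = 0.473 and 0.559). In LV it averaged 43.8% ± 2.83 in ExT and 45.6% ± 2.65 in Sed, a difference of -1.87 points (exact permutation p = 0.231, q = 0.289, n = 7 each). Among single libraries, the share spanned 12.9% (95% Wilson interval 12.870 to 13.009) in MT_Sed rat 23 to 95.4% (95.414 to 95.439) in MT_ExT rat 2. In SM it spanned 22.1% (22.048 to 22.083) in SM_Sed rat 8 to 35.9% (35.893 to 35.931) in SM_Sed rat 29. In LV it spanned 39.9% (39.888 to 39.912) in LV_ExT rat 14 to 50.7% (50.705 to 50.728) in LV_Sed rat 32.

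**Figure D1:**
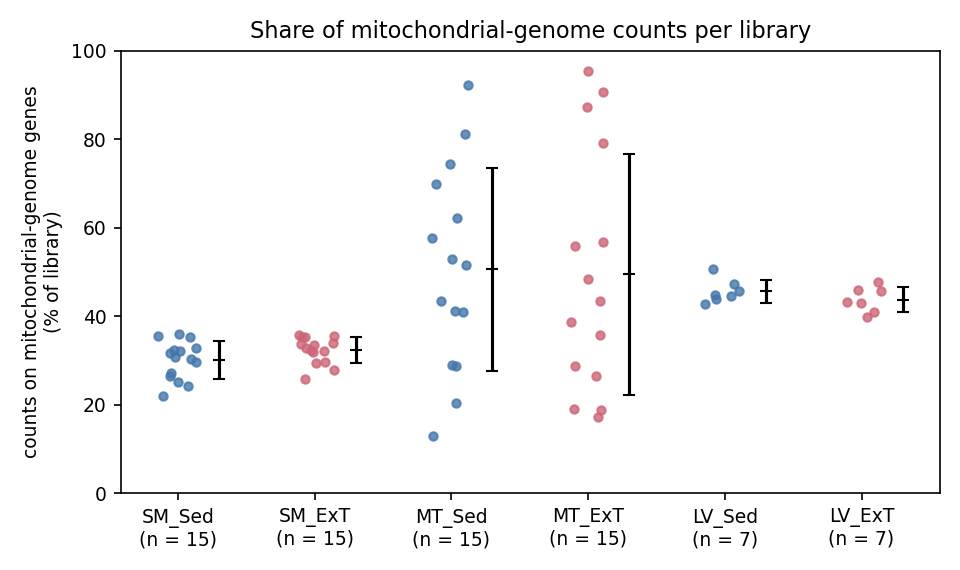
Percent of counts on mitochondrial-genome genes (y axis) for each library in the 6 groups (x axis), with bars for the mean ± SD. MT libraries spread from 12.9% to 95.4%, while SM and LV libraries stay between 22.1% and 50.7%.

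Nuclear-encoded genes with at least 10 counts were counted after thinning to an equal total. At 712067 counts, MT_Sed libraries showed 11821 ± 5252 such genes and SM_Sed libraries 5535 ± 210 (SD, n = 15 each). MT was higher in 13 of 15 rats (q = 0.001, two-sided permutation test, 5 tests; q = 0.00549 with the replicate number as a block). At 530397 counts, the number was 9438 ± 5749 in MT_ExT and 4566 ± 157 in SM_ExT, and MT was higher in 11 of 15 rats (q = 0.0078, and 0.0223 with the replicate number as a block, at the same median correlation of 0.0164 between libraries of a rat). The measure itself moved this result most: with genes of at least 5 CPM among nuclear-encoded counts, the Sed difference rose from 6286 to 14051. Within rat ranges the Sed difference was 6024 and 6516 genes (exact permutation q = 0.0338 and 0.0236). The ExT difference was 7187 genes in the earlier range (exact permutation q = 0.0186) and 2845 in the later (q = 0.346), so it did not pass the threshold in both. ExT and Sed did not differ in SM (a mean difference of -20.3 genes, q = 0.828), MT (148 genes, q = 0.940) or LV (-99.3 genes, exact permutation q = 0.625). Its sign differed between the ranges, at -85.0 and 36.4 in SM and 2557 and -1959 in MT, with exact permutation q from 0.373 to 0.546.

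Without thinning, 25673 to 28680 nuclear-encoded genes had at least 1 count in a MT library, against 16904 to 18070 in SM and 17114 to 18146 in LV. Part of these are genes with little or no signal in muscle. The 1262 odorant and vomeronasal receptor genes held 1.694% ± 0.1365 of nuclear-encoded counts in MT and 0.00121% ± 0.000164 in SM (SD, n = 30 each). Of 5797 nuclear-encoded genes without a count in any SM or LV library, 5331 had counts in MT. An abundance in MT is therefore reported here as counts assigned to a gene, without regard to whether they come from transcripts.

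**Figure D2:**
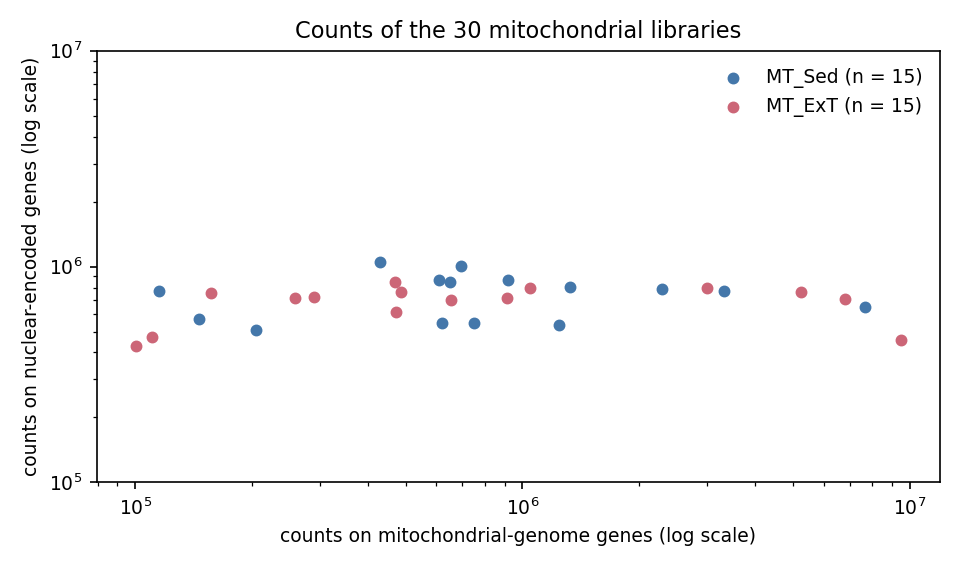
Nuclear-encoded counts (y axis, log scale) against mitochondrial-genome counts (x axis, log scale) for each of the 30 MT libraries, by training arm. Mitochondrial-genome counts run from 100235 to 9531230 and nuclear-encoded counts only from 430162 to 1055433.

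The biotypes of nuclear-encoded counts differed between MT and SM. In Sed rats, lncRNA genes held 6.21% ± 0.290 of nuclear-encoded counts in MT and 0.625% ± 0.0273 in SM (SD, n = 15 each). The share of snRNA genes was 0.237% in MT and 0.00372% in SM, that of snoRNA genes 0.329% and 0.0232%, and that of pseudogenes 0.669% and 0.0961%. Each of these was higher in MT in 15 of 15 rats (q = 7.7e-05 by two-sided permutation test over 23 tests, from the smallest p the test can give, and q = 2.3e-04 with the replicate number as a block, median correlation 0.0164). Protein-coding genes fell from 98.4% in SM to 91.7% in MT and the ribozyme class, which holds the RNA of ribonuclease P, from 0.482% to 0.0358%, both in 15 of 15 rats and with the same q. The share of misc_RNA genes was 0.120% in SM and 0.0321% in MT and was higher in MT in 1 of 15 rats (q = 1.3e-04; block q = 6.0e-04). Nuclear-encoded rRNA genes held 0.618% in MT and 0.215% in SM, higher in MT in 10 of 15 rats, without passing the threshold (q = 0.0827; block q = 0.108). Within each rat range the direction was the same for all 8 biotypes, but misc_RNA no longer passed in the earlier range (exact permutation q = 0.0637). Many snRNA, snoRNA and pseudogene loci are near-identical copies, and their shares are uncertain for that reason.

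With training, the share of lncRNA genes in LV was 0.881% (range 0.851 to 0.900) in ExT and 0.916% (range 0.886 to 0.940) in Sed, a difference of -0.0344 points (exact permutation p = 0.00932, q = 0.0268, n = 7 each). This test was not repeated without the LV libraries of rats 17, 20 and 26, which are flagged further below. The ribozyme share in SM was 0.382% ± 0.0780 in ExT and 0.482% ± 0.152 in Sed and did not pass (difference -0.1 points, q = 0.0814). It passed without the 10 most abundant nuclear-encoded genes (difference -0.166, q = 0.0449). Within rat ranges the difference was -0.0133 (exact permutation q = 0.982) in the earlier and -0.176 (q = 0.0218) in the later range, so it was not the same in both. No other biotype passed the threshold between ExT and Sed in SM, MT or LV.

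Genes were then compared between MT and SM within each arm. In Sed rats edgeR called 21648 of 22842 genes at an adjusted p under 0.05, of which 14086 were higher and 7562 lower in MT. The median log2 fold change over all genes was 1.81 rather than near 0, and changes of single genes are also given relative to this median. Thinning every library to the smallest total moved the result most: 6170 of 7256 tested genes were called, 4045 of them shared in direction with the calls without thinning, and the median was 0.19. Scaling to library totals alone raised the median to 3.43, and 20427 genes were called, of which 17616 were higher and 2811 lower (86.2% higher, against 65.1% with TMM). With the replicate number as a block 21628 genes were called, and 21564 of these were called in the same direction without it, at a median correlation of 0.0164 between libraries of a rat. In rats 2 to 16 edgeR called 21136 genes and in rats 17 to 32 it called 21230, with 20999 and 21116 of them shared in direction with the calls over all Sed rats.

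The nuclear-encoded genes highest in MT_Sed relative to SM_Sed had no more than 3 counts in any SM_Sed library. Spetex-2E (ENSRNOG00000065267) averaged 97.9 CPM ± 11.8 (SD, n = 15) and was at least 528-fold higher in MT. The lncRNA gene AABR07069821.1 (ENSRNOG00000061154) averaged 42.8 CPM ± 7.19 and was at least 231-fold higher. Sult1c2 (ENSRNOG00000065530), at 61.5 CPM ± 9.20, was at least 332-fold higher, and Muc5b (ENSRNOG00000019846), at 59.8 CPM ± 8.33, at least 323-fold. Spetex-2E, Sult1c2 and Muc5b belong to multigene families, and their values are uncertain. As for the receptor genes, these counts in MT fell on genes with almost none in SM. Among the genes lower in MT, Ndufs5 (ENSRNOG00000029339), a nuclear-encoded subunit of complex I, had 0 counts in every MT_Sed library and 26.2 CPM ± 3.47 in SM_Sed, at least 23.5-fold lower in MT. The contractile genes Mylpf (ENSRNOG00000017645), Acta1 (ENSRNOG00000017786) and Myh4 (ENSRNOG00000049695) had log2 fold changes of -10.04 (SE 0.362), -9.97 (SE 0.469) and -9.59 (SE 0.281), or -11.85, -11.78 and -11.40 relative to the median. Mylpf fell from 9997 CPM in SM_Sed to 9.71 CPM in MT_Sed. Acta1 and Myh4 have close paralogs and are uncertain. The edgeR adjusted p of these 8 genes ranged from 5.4e-45 for Spetex-2E to 5.9e-19 for Acta1, and each kept its direction and call under every alternative that tested it.

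In ExT rats edgeR called 20092 of 21312 genes, 12631 higher and 7461 lower in MT, with a median log2 fold change of 1.31. Library totals alone gave 18192 calls, 15734 higher and 2458 lower (86.5% higher, against 62.9%). With the replicate number as a block 20069 were called, 20011 of them shared in direction, at the same median correlation of 0.0164 between libraries of a rat. The calls were 19646 in the earlier and 19720 in the later rat range, with 19515 and 19606 shared. Of 20991 genes tested in both arms, 19406 were called in the same direction, 12088 higher and 7318 lower in MT, and 4 in opposite directions. Fold changes of the arms had a Spearman's rho of 0.994 across genes, which are not independent replicates. The genes selected in ExT were largely those of Sed. Spetex-2E was at least 589-fold, AABR07069821.1 at least 280-fold, Muc5b at least 360-fold and Spetex-2C (ENSRNOG00000029659), of the same family as Spetex-2E and as uncertain, at least 238-fold higher in MT. Ndufs5 was at least 22.9-fold lower. The log2 fold change was -9.52 (SE 0.407) for Mylpf, -9.47 (SE 0.586) for Acta1 and -9.16 (SE 0.262) for AABR07005775.1 (ENSRNOG00000047124), or -10.83, -10.78 and -10.47 relative to the median.

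The 13 mitochondrial-genome mRNAs, a list fixed in advance, together held 10.6% ± 4.08 of all counts in MT_Sed and 6.97% ± 1.31 in SM_Sed (SD, n = 15 each), higher in MT in 12 of 15 rats (difference 3.59 points, q = 0.012, two-sided permutation test). The q was 0.0208 with the replicate number as a block, at a median correlation of 0.0164 between libraries of a rat. In ExT they held 10.001% ± 4.67 of all counts in MT and 7.94% ± 1.87 in SM, higher in 11 of 15 rats, and did not pass (difference 2.06 points, q = 0.153, block q = 0.140). Within rat ranges the Sed difference was 4.56 and 2.74 points (exact permutation q = 0.0548 and 0.114), no longer past the threshold in either. The ExT difference was -0.32 points in the earlier range (exact permutation q = 0.928) and 4.15 in the later (q = 0.0087). With mitochondrial rRNA and tRNA genes left out of the total as well, the 13 held 22.3% of the remaining counts in MT_Sed and 9.11% in SM_Sed (q = 0.0030), and 24.2% and 10.5% in ExT (q = 0.0674). Tested gene by gene with TMM scaling, few of them differed. In Sed, 0 of 13 passed an adjustment over the list (smallest edgeR adjusted p 0.0544) and 1 passed that over all genes. This was Mt-atp8, with a log2 fold change of -1.07 (SE 0.344, adjusted p 0.00454), chosen after its values were seen and overlapping its neighbour Mt-atp6 in the genome. In ExT, 0 of 13 passed either adjustment (smallest list value 0.612). The difference between the arms was tested through the interaction with training and did not pass for any of the 13 (smallest list value 0.581). Their direction depended on the scaling. Of the 13, 5 were higher in MT_Sed with TMM, 10 with RLE and 13 with library totals, and in ExT these numbers were 10, 12 and 10. Under all of these scalings 0 of 13 exceeded the median of all genes. A change of scaling moves all genes of a library together, so this agreement is no independent check. The median of the 13 relative to it was -1.95 in Sed and -0.89 in ExT.

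Of 12 non-coding RNAs described in mitochondria in earlier work, 4 were in the tables and 2 were tested in Sed. The RNA of ribonuclease P, Rpph1 (ENSRNOG00000054493), averaged 32.8 CPM in MT_Sed and 4703 CPM in SM_Sed. Its log2 fold change was -7.18 (SE 0.482, edgeR adjusted p 9.6e-15), or -8.99 relative to the median. The other, the microRNA gene Mir206 (ENSRNOG00000035498), averaged 1.24 CPM ± 0.921 in MT_Sed and 0.732 CPM ± 0.479 in SM_Sed (SD, n = 15 each), with a log2 fold change of 0.83 (SE 0.336, edgeR adjusted p 0.0189 over all genes and 0.0177 over the list). Relative to the median it was at -0.98, and it was above 0 but below the median of all genes with TMM, RLE and library totals alike. In ExT only Rpph1 was tested, with a log2 fold change of -6.69 (SE 0.495). The nuclear-encoded genes for mitochondrial proteins were also lower in MT. In camera tests of limma in Sed, all 6 gene sets were lower in MT relative to other genes, with adjusted p from 2.7e-39 for nuclear subunits of oxidative phosphorylation (OXPHOS) to 0.0273 for collagens, and from 1.1e-22 to 5.1e-04 with the replicate number as a block. The median log2 fold change relative to all genes was -7.00 for 81 OXPHOS subunits, -4.04 for 71 mitochondrial ribosomal proteins, -5.71 for 80 cytosolic ribosomal proteins and -3.96 for 20 collagens. It was -8.38 for 10 slow-fibre and -10.58 for 10 fast-fibre contractile genes. These medians stayed below the median of all genes under TMM, RLE and library totals. For the sets and for Mir206 this is no independent check, because scaling moves all genes of a library together. When the correlation between genes was estimated in place of 0.01, only the OXPHOS and cytosolic ribosomal sets passed in this comparison (q = 0.0499 each). All 6 sets were lower in both rat ranges, with adjusted p from 9.8e-42 to 0.0258. Ribosomal proteins and myosins have many near-identical copies, so the counts of single members are uncertain.

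The effect of training on whole muscle was tested in 13570 genes. edgeR called 28 genes, 25 higher and 3 lower in ExT, and 1860 had an unadjusted p under 0.05. By the selection rule the genes higher in ExT were Lgr6, Zim1, Oplah and St3gal5. Lgr6 (ENSRNOG00000005093) averaged 6.54 CPM ± 1.17 in ExT and 3.85 ± 1.12 in Sed (SD, n = 15 each), with ranges of 5.26 to 9.52 and 2.02 to 5.89, a log2 fold change of 0.76 (SE 0.123) and an edgeR adjusted p of 0.00235. Zim1 (ENSRNOG00000015071) rose from 16.8 CPM ± 2.40 to 22.9 ± 4.07 (log2 0.45, SE 0.0815, edgeR adjusted p 0.0101). Oplah (ENSRNOG00000011781) rose from 52.3 CPM ± 6.46 to 66.4 ± 8.33 (log2 0.34, SE 0.0638, edgeR adjusted p 0.0110). St3gal5 (ENSRNOG00000010284) rose from 12.6 CPM ± 2.10 to 17.3 ± 3.01 (log2 0.45, SE 0.0856, edgeR adjusted p 0.0137). Tmem38b (ENSRNOG00000028063), the only lower gene within the rule, fell from 34.5 CPM ± 3.28 to 29.4 ± 2.92 (log2 -0.23, SE 0.0515, edgeR adjusted p 0.0440). The smallest p was that of Tcte1 (ENSRNOG00000019961), outside the rule because of its low level and chosen after its values were seen, at 4.78 CPM ± 1.27 in ExT and 1.49 ± 0.766 in Sed (log2 1.69, SE 0.198, edgeR adjusted p 1.3e-05).

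**Figure D3:**
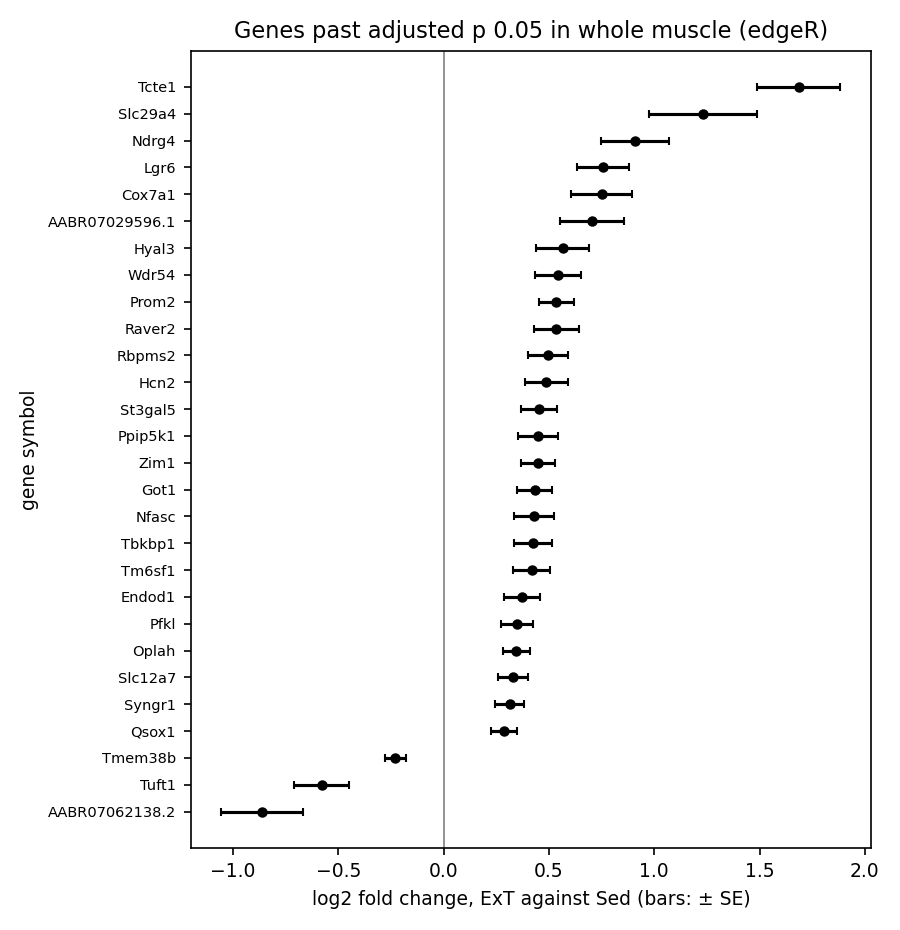
Log2 fold change of ExT over Sed in SM (x axis, points with bars of ± 1 SE) for the 28 genes called by edgeR (y axis). Tcte1 has the largest rise at 1.69, and 3 genes are lower in ExT.

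The number of calls in SM depended on the model. It was 136 with DESeq2 (27 shared in direction with the 28), 6 with 2 surrogate variables (5 shared) and 7 with library depth as a covariate (7 shared). The rat range moved it most. In rats 2 to 16, edgeR called 397 genes, 26 of them among the 28, and in rats 17 to 32 it called 1. The 5 genes named by the rule had the same sign in both ranges but passed only in the earlier. Lgr6 had a log2 fold change of 0.95 in rats 2 to 16 and 0.58 in rats 17 to 32, and the corresponding values were 0.65 and 0.27 for Zim1, 0.37 and 0.33 for Oplah, 0.54 and 0.39 for St3gal5 and -0.29 and -0.17 for Tmem38b. A test of the difference in training effect between the ranges called 0 genes in edgeR, with 1807 at an unadjusted p under 0.05.

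Of 22 genes known to respond to endurance training, 4 passed the adjustment over the list in SM and 0 that over all genes. Citrate synthase (Cs, ENSRNOG00000023520) was at 426 CPM ± 28.5 in ExT and 367 ± 46.8 in Sed (SD, n = 15 each; log2 0.21, edgeR list-adjusted p 0.0160, all-gene 0.103). Ppargc1a rose by 0.19, Hk2 by 0.21 and Slc2a4 by 0.20 on the log2 scale (each with an edgeR list-adjusted p of 0.0451). Of 8 fibre-type genes, 1 passed: Myh2 (log2 0.50, edgeR list-adjusted p 0.0350, all-gene 0.175), whose paralogs make it uncertain. Rpph1 was lower in ExT (log2 -0.43, edgeR list-adjusted p 0.0122, all-gene 0.188). Of the 13 mitochondrial-genome mRNAs, 12 were higher in ExT (log2 -0.05 to 0.25) and 0 passed (smallest list value 0.312). These effects were larger in the earlier range for Cs (0.33 and 0.13), Ppargc1a (0.32 and 0.06), Hk2 (0.31 and 0.14), Slc2a4 (0.28 and 0.14) and Myh2 (0.96 and 0.16), and in the later for Rpph1 (-0.16 and -0.63).

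In MT, training changed 0 of 19281 genes in edgeR, with 912 at an unadjusted p under 0.05, and 0 were called under each alternative. On simulated counts the test had called 99.5% of 2-fold changes but 12% of the smallest changes simulated, so most changes of that size would be missed. The simulation changed all counts of a gene. Where part of these counts is background, a 2-fold change of the RNA would change the counts by less. Such changes of RNA are therefore not excluded by the 99.5%. With TMM scaling all 13 mitochondrial-genome mRNAs had positive log2 fold changes (0.59 to 0.78) and 0 passed (smallest list value 0.395). As a share of all counts the 13 were lower in MT_ExT than in MT_Sed (difference -0.56 points, permutation q = 0.731). With mitochondrial rRNA and tRNA genes left out of the total they were higher (1.93 points, permutation q = 0.804). Their direction in MT thus depended on the measure. In LV, training changed 0 of 14488 genes, with 855 at an unadjusted p under 0.05. DESeq2 called 1 gene there with all libraries and was not refitted with fewer. edgeR also called 0 without LV_Sed rat 20, whose library carried transcripts of liver genes (644 at an unadjusted p under 0.05), and 0 without LV_ExT rat 26 (752).

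The difference in the training effect between MT and SM was tested in 27684 genes through an interaction term. edgeR called 5 genes, and 2354 had an unadjusted p under 0.05. Cyct (ENSRNOG00000024457) had an interaction of 3.01 on the log2 scale (SE 0.504, edgeR adjusted p 8.4e-04). It was at 21.1 CPM in MT_Sed and 23.4 in MT_ExT but had at most 9 counts in a SM_Sed and 1 count in a SM_ExT library. Tcte1 had an interaction of -1.86 (SE 0.236, edgeR adjusted p 1.4e-06), with a rise from 2.43 to 7.98 CPM in SM and 14.4 CPM in MT_Sed against 13.03 in MT_ExT. Slc29a4 (ENSRNOG00000001115) had -1.39 (SE 0.263, edgeR adjusted p 0.00709), rising from 0.554 to 1.36 CPM in SM, with 12.5 CPM in MT_Sed and 11.2 in MT_ExT. Rgl3 (ENSRNOG00000013027), annotated as a pseudogene and therefore uncertain, had -0.92 (SE 0.184, edgeR adjusted p 0.0188), rising from 1.60 to 2.43 CPM in SM, with 15.7 CPM in MT_Sed and 12.6 in MT_ExT. ENSRNOG00000065488, without a symbol and chosen after its values were seen, had -3.52 (SE 0.642, edgeR adjusted p 0.00441) with at most 1 count in any SM_Sed library.

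The number of calls was highest with DESeq2, at 32 including the 5, whereas fewest of the 5 passed in rats 17 to 32, where 1 did. With the replicate number as a block edgeR called 3, of which 2 were among the 5, at a median correlation of 0.0164 between libraries of a rat. Under the block the edgeR adjusted p was 0.0541 for Cyct, 0.179 for Slc29a4 and 0.0739 for Rgl3, no longer past the threshold, and 1.8e-07 for Tcte1. Over all alternatives run the edgeR, DESeq2 or limma adjusted p ranged from 4.9e-04 to 0.222 for Cyct, 4.7e-04 to 0.943 for Slc29a4, 0.00242 to 0.743 for Rgl3 and 1.7e-10 to 0.0135 for Tcte1. Within rat ranges, 19 genes were called in rats 2 to 16 and 1 in rats 17 to 32, with 2 and 1 among the 5. Tcte1 passed in both (log2 -2.52 and -1.37, edgeR adjusted p 0.0135 and 0.00574), Slc29a4 only in the earlier (-2.34 and -0.52, edgeR adjusted p 4.7e-04 and 0.943), and Cyct and Rgl3 in neither (edgeR adjusted p 0.222 and 0.211, and 0.0993 and 0.743). The interaction of training between LV and SM, over 14 rats, called 0 of 15049 genes (687 at an unadjusted p under 0.05). With the replicate number as a block it called 0 (547), at a median correlation of 0.0507 between LV and SM libraries of a rat. DESeq2 called 1.

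Gene sets were tested for training effects with camera. In SM, OXPHOS subunits were higher (57 of 75 genes, median log2 0.08, limma camera q = 2.3e-05) and cytosolic ribosomal proteins lower (4 of 81 higher, median -0.10, q = 1.5e-10). Slow-fibre genes were higher (10 of 10, median 0.34, q = 0.0023) and fast-fibre genes lower (1 of 10 higher, median -0.27, q = 0.0012). In MT, cytosolic ribosomal proteins were higher (47 of 67, median 0.07, q = 0.029). In LV, mitochondrial ribosomal proteins were higher (53 of 71, median 0.03, q = 0.0023) and collagens lower (3 of 19 higher, median -0.12, q = 3.2e-04). The LV gene set tests were not refitted without rat 20 or rat 26. With the correlation estimated from the libraries, which changed the p-values but no direction or median, no training test passed (smallest p 0.118, limma camera q = 0.495).

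The rat range moved these results most, and the muscle gene sets did not hold within ranges. In rats 2 to 16, OXPHOS subunits were higher in ExT (74 of 75 genes, median log2 0.25, limma camera q = 1.0e-20), whereas in rats 17 to 32 they were lower (15 of 75 higher, median -0.09, q = 8.0e-07). Mitochondrial ribosomal proteins likewise were higher in the earlier range (63 of 70, median 0.14, q = 1.1e-06) and lower in the later (18 of 70 higher, median -0.06, q = 2.8e-04). Slow-fibre genes were higher in the earlier range (10 of 10, median 0.83, q = 5.8e-06) and not past the threshold in the later (1 of 10 higher, median -0.14, q = 0.242). Fast-fibre genes were lower in the earlier range (1 of 10 higher, median -0.38, q = 2.0e-04) and did not pass in the later (3 of 10 higher, median -0.04, q = 0.135). Cytosolic ribosomal proteins were lower in the later range (4 of 81 higher, median -0.17, q = 2.9e-25) and did not pass in the earlier (30 of 81 higher, median -0.02, q = 0.216). Collagens were lower in the later range (1 of 19 higher, median -0.13, q = 0.0051) and did not pass in the earlier (7 of 19 higher, median -0.03, q = 0.971).

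In MT, 3 sets were higher in ExT in the later range and did not pass in the earlier (limma camera q = 0.706 each). These were the cytosolic ribosomal set (43 of 67, median log2 0.07, q = 0.0060), collagens (16 of 20, median 0.17, q = 0.0035) and slow-fibre genes (8 of 10, median 0.09, q = 0.042). In the earlier range 6 of 20 collagens and 5 of 10 slow-fibre genes were higher. The difference between ranges was tested for the 6 sets in SM and MT, 12 tests in all. At a correlation of 0.01 it passed in SM for OXPHOS subunits (limma camera q = 4.4e-30), mitochondrial ribosomal (q = 4.8e-11), cytosolic ribosomal (q = 9.2e-07), slow-fibre (q = 1.4e-06) and fast-fibre genes (q = 0.0353) but not collagens (q = 0.0582). In MT it passed for collagens (limma camera q = 0.0449) and for no other set (q from 0.0975 to 0.579). At the estimated correlation none of the 12 passed (smallest p 0.0281, limma camera q = 0.337).

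Whether training moved the same genes in SM and MT was asked last. No gene was called in both, since MT had 0 calls. Across 12694 genes the fold changes had a Spearman's rho of -0.05, with genes not being independent replicates. It was 0.01 when separate rats were used for SM and MT. Of the 28 genes called in SM, 12 had the same sign in MT, and 1 of the 28 had an unadjusted p under 0.05 there.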

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

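The tests of depth and of abundant genes for the left ventricle libraries were chosen only after the results were seen, whereas the counts over other splits of the rats were set beforehand.

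In LV_Sed, the library of rat 20 had 15242 nuclear-encoded genes with at least 10 counts, against 14641 in the next highest library, and this gap was 0.826 of the range of the 7 libraries. It was also the deepest LV library, with 75758777 counts. After every LV library was thinned to 54645657 counts, rat 20 was still the highest with 14813 genes, but its gap fell to 0.54 of the range, which is no longer beyond what the same test allows for 7 samples. Depth is therefore a candidate explanation for the distance, and part of it remains. This library also carried transcripts of liver genes, with albumin (Alb) 2586-fold above the median of the other LV libraries, which may add detected genes. No biological explanation was tested, because the design gives none for a single rat.

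In LV_ExT, the library of rat 17 held 98.59% of nuclear-encoded counts on protein-coding genes, against 98.37% in the next library, a gap of 0.589 of the range of 7 libraries. Without the 10 most abundant nuclear-encoded genes the same rat remained the highest at 98.15%, against 97.92% in the next, with a gap of 0.52 of the range. The ratio fell because the range of the group widened, while the distance in percentage points did not shrink. The test therefore gives no support for a few abundant genes as the explanation, and no biological explanation was tested for this rat. In all, 14 sets of 7 LV libraries were examined in this way and 2 stood out, where about 1 in 20 would do so by chance.

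The effect of training differed between MT and SM for 5 genes in edgeR's interaction test, each with a Benjamini-Hochberg adjusted p under 0.05. The log2 difference of the training effects was 3.01 for Cyct, -1.86 for Tcte1, -1.39 for Slc29a4 and -0.92 for Rgl3. It was -3.52 for the protein-coding gene ENSRNOG00000065488, which has no symbol and was chosen after its values were seen. Of 100 splits of the 30 rats into groups of 15, the real one included, 42 gave as many genes at the adjusted threshold, so the count of 5 there cannot be told apart from an arbitrary grouping of rats. At an unadjusted p under 0.05, a count looked at only after the results were seen, the real split gave 2354 genes and was the only 1 of the 100 to give as many, with 2280 in the next. With the replicate number as a block, 3 genes were called and 2 of these were among the 5, with a median correlation of 0.0164 between MT and SM libraries of the same rat. Depth bears on Cyct and ENSRNOG00000065488, because no SM_ExT library had more than 1 count of the first and no SM_Sed library more than 1 count of the second. For Tcte1 and Slc29a4, the difference came from a rise in SM with little change in MT. A background of genomic DNA in MT, weighed under the other observations through the 785 of 796 U6 loci with counts, may hide a change of transcripts there, so these differences cannot be told apart from that explanation.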

How the results depend on the processing

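No test in this part was chosen only after a result was seen, except the rat range as a covariate or subset, the 13 mRNAs over all counts and the left ventricle fits without rat 20 or rat 26, which were added after seeing the data.

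The number of genes called between ExT and Sed in SM, 28, was 136 with DESeq2, 88 with limma voom, 6 with 2 surrogate variables, 7 with the depth covariate, 1 against a 1.2-fold change, 202 with all 60 libraries and 45 with the rat range as a covariate. It was 397 in rats 2 to 16 and 1 in rats 17 to 32. It stayed at 25 to 28 with RLE, without the filter, at a mean of at least 1 CPM and for nuclear-encoded genes alone. In MT it was 0 under all alternatives, with 66 to 1386 genes at an unadjusted p under 0.05. In LV it was 1 with DESeq2 and from 0 to 0 in the fits that each left out one library, rat 20 or rat 26 (644 and 752 at an unadjusted p under 0.05). With thinning to the smallest total, the calls between MT and SM dropped to 6170 of 7256 tested genes in Sed and 4154 of 5001 in ExT, of which 4045 and 2169 were shared in direction with the calls without thinning. The interaction of training with fraction, 5 genes, was 32 with DESeq2, 19 in rats 2 to 16, 1 in rats 17 to 32 and 3 with the replicate block. The interaction with tissue was 1 with DESeq2. The cause was not tested.

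The mitochondrial-genome share differed between ExT and Sed by 5.16 points in rats 2 to 16 and -0.291 in rats 17 to 32 in SM. In MT, where it was -1.13, it was 1.93 for the 13 mRNAs with rRNA and tRNA genes left out of the total, 0.049 as a log2 ratio and 9.63 in rats 17 to 32. In LV, where it was -1.87, it was 0.441 for the 13 mRNAs with that total. Over all counts, the 13 mRNAs differed by -0.56 points in MT and 0.48 in LV. In SM they differed by 2.30 points in rats 2 to 16, newly past the threshold, and -0.19 in rats 17 to 32, where MT gave 1.22. Between MT and SM it was 17.7 points in Sed and 27.6 in ExT in rats 17 to 32, no longer and newly past the threshold. For the 13 mRNAs over all counts it was 4.56 in Sed in rats 2 to 16 and 2.74 in rats 17 to 32, no longer past it, and -0.32 and 4.15 in ExT, the last newly past it. The number of nuclear-encoded genes between ExT and Sed changed sign to 105 in SM and -437 in MT without thinning, to 73.3 and -18.3 with a minimum of 5 CPM, and to 36.4 and -1959 in rats 17 to 32. None of these passed the threshold. Between MT and SM in ExT it was 2845 in rats 17 to 32, no longer past it. The cause was not tested.

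Among biotypes between ExT and Sed, changes of sign without passing the threshold were -0.0267 points for lncRNA in SM and 4.1e-05 for snoRNA in MT without the 10 most abundant genes. In rats 2 to 16 they were -0.00564 for lncRNA and -5.3e-04 for rRNA in SM, and 0.0222 for protein-coding and -0.155 for rRNA genes in MT. In rats 17 to 32 they were -0.0265 for lncRNA and -0.00464 for pseudogenes in MT. With the correlation between genes estimated, 2 of 24 gene set tests passed in place of 13. In SM, OXPHOS subunits (q = 8.0e-07) and mitochondrial ribosomal proteins (q = 2.8e-04) were lower in ExT in rats 17 to 32, against higher over all rats, as were slow-fibre genes (q = 0.242). In rats 2 to 16 the direction changed for collagens, slow-fibre and fast-fibre genes in MT (q = 0.706 each). For collagens in SM only the direction given by camera changed (q = 0.971), while their median stayed below 0. The correlation of fold changes between SM and MT was -0.0575 for genes of at least 5 CPM and 0.0108 with separate rats. The cause was not tested.

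Of the named genes' values under alternatives, 339 kept direction and side of the threshold, 27 no longer passed and 5 newly passed. The corresponding numbers were 58, 1 and 2 for biotypes, with 8 of opposite sign, and 65, 14 and 4 for gene sets, with 7 of opposite direction in camera. Among the named genes, those of MT against SM were chosen for the largest fold change, and none of their values changed side. The 27 all came from training in SM or its interaction with fraction. List genes that did not pass over all genes in the main test counted as kept where they still did not pass. The low and uneven depth of MT limits the comparison of MT with SM at equal totals.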

Other observations

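In this part, the tests of muscle RNA left in the preparation, of receptor shares between Sed and ExT, of genes that follow mitochondrial-genome counts and of other splits of the rats by training or fraction were set before their results were seen. All other tests here were chosen only after the result was seen.

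Chemosensory receptor genes, the odorant and vomeronasal receptors, were used as a marker because muscle is not known to transcribe them at high level. The 1262 such genes held 1.694% ± 0.1365 of nuclear-encoded counts in MT (SD, n = 30) and 0.00121% in SM. At least 1 count was seen for 1254 of them in MT and for 511 in SM. Of 5797 nuclear-encoded genes without any count in SM and LV, 5331 had counts in MT.

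Several explanations for these counts were tested. Carry-over or swapped indexes from the tissue libraries would give a share no higher than in SM, but the mean share was 1404 times that of SM. At equal total counts, MT showed more nuclear-encoded genes than SM in 24 of 30 rats, a test that the large mitochondrial-genome share of some libraries makes unable to decide. With nuclear-encoded counts thinned to 430162 in every library, MT showed more genes in 30 of 30 rats (14921 ± 255 against 5099 ± 223), with 1092 to 1197 receptor genes seen against 0 to 6 in SM. Depth is therefore not the explanation. Residual muscle RNA is not either: the 100 nuclear-encoded genes most abundant in SM held 52.2% of nuclear-encoded counts there and 2.22% in MT, which is 4.256% of the SM share.

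Genomic DNA in the MT preparation is a candidate explanation. Of 796 annotated loci of U6, a multi-copy small nuclear RNA, 785 had counts in MT, 209 in SM and 7 in LV, although counts at near-identical copies are uncertain. The ratio of the 90th to the 10th percentile of counts across genes was 5.526 for receptor genes in MT and 13.65 for protein-coding genes in MT, against 11970 for protein-coding genes in SM. Over all rats the share of receptor genes was 1.731% in MT_ExT and 1.658% in MT_Sed, without a detected difference (two-sided permutation p = 0.152). This test was not repeated within the rat ranges. In the earlier range the share ran from 1.37% to 1.70% in MT_Sed libraries and from 1.61% to 1.76% in MT_ExT libraries. In the later range it ran from 1.60% to 1.98% in MT_Sed and from 1.66% to 1.98% in MT_ExT. An equal share in both arms can therefore not be concluded. Counts spread over the genome with little regard to transcription could give such U6 counts and such a narrow spread across genes. They could do so in spite of the DNase-I step stated in the labels.

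RNA bound to mitochondria, or taken up by them, should rise with the amount of mitochondrial-genome counts. Across the 30 MT libraries Spearman's rho of receptor counts with mitochondrial-genome counts was 0.225 (permutation p = 0.231) and Pearson's r was -0.13 (p = 0.499). Without the 2 libraries farthest from the median of the mitochondrial-genome counts, rho was 0.43 (p = 0.0239) and r was 0.219 (p = 0.263). Over all 14 libraries of rats 2 to 16 rho was 0.011 (p = 0.977), and over all 16 of rats 17 to 32 it was -0.00588 (p = 0.986). Leaving out the 2 farthest libraries was not repeated within the ranges. It was 0.139 in Sed and 0.336 in ExT. The relation was first taken to speak against uptake, and this was changed to undecided once its dependence on single libraries was seen. The counts on receptor genes thus cannot be told apart from RNA associated with mitochondria by this test. Genomic DNA remains the explanation that the U6 loci and the spread of counts across genes favour.

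If most nuclear-encoded counts in MT are background, RNA of the mitochondria or of the fibres may show as genes whose counts rise with the mitochondrial-genome counts relative to receptor counts. An edgeR model over the 30 MT libraries called 139 rising and 49 falling among 18747 genes, and 2699 had an unadjusted p under 0.05. When the ratio of mitochondrial-genome to receptor counts was permuted over libraries, 1 of 100 draws, the real one included, gave as many rising genes. The largest count in the others was 0. Receptor counts also scaled the gene counts in the model, and permuting the ratio breaks that link. Slopes that arise from receptor counts in both places are therefore not excluded by the permutation. Without the 2 libraries of largest mitochondrial-genome share, 55 of the 139 genes (39.6%) remained, so the set rests to a large part on these libraries. The model called 53 rising genes in Sed and 150 in ExT, and 162 in rats 2 to 16 and 53 in rats 17 to 32. Residual muscle RNA is a candidate explanation. Of the 139 rising genes, 105 had at least 100 CPM in SM, a level that 1142 of the 18747 genes reached. The rising genes were thus mostly genes abundant in muscle. Across genes, the slope on mitochondrial-genome counts rose with abundance in SM, with rho of 0.225, below the 0.3 set in advance. Genes are not independent replicates in that correlation. The rising genes cannot be told apart from muscle RNA carried along with intact mitochondria.

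In the LV library of LV_Sed rat 20, 11 of 14 liver marker genes were at least 10-fold above the median of the other 13 LV libraries, while no other library had more than 6. Alb reached 1221 CPM against a median of 0.472 CPM, 2586-fold, which depth does not explain because CPM are scaled to the total. Most of the markers reached 10-fold in 1 Sed library and 0 ExT libraries, and a pattern of a single library cannot test the training group. LV_Sed rat 16 had 6 markers at 10-fold or more, with Alb at 71.45-fold, and LV_ExT rat 17 had 5, with Alb at 52.36-fold. All 14 markers were above the median of the other libraries and highest in this one, and 3 of them stayed below 10-fold. Liver RNA mixed into this library is a candidate explanation, although the test had asked for 10-fold in every marker. Without this library edgeR called 0 genes between ExT and Sed in LV, with 644 at an unadjusted p under 0.05.

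In the library of LV_ExT rat 26, 5 of 6 atrial marker genes were at least 2-fold above the median of the other LV libraries, which may reflect atrial tissue in the dissected piece. Rat 26 was the highest of the LV libraries for each of the 6 markers. The library of LV_Sed rat 19 also reached 5, at lower levels, with Myl4 at 52.3-fold against 193-fold in rat 26. This does not speak against atrial tissue, but 1 marker stayed below 2-fold in both, and the test had asked for all 6. Without rat 26, edgeR called 0 genes in LV, with 752 at an unadjusted p under 0.05.

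The libraries of rats numbered 2 to 16 and 17 to 32 differed irrespective of training. With treatment in the model, edgeR called 1762 of 13570 genes between the ranges in SM and 322 of 19281 in MT. Of 100 splits that kept the arms balanced, the real one included, 1 gave as many in SM, where the next largest count was 3, and 1 in MT, where it was 1. The ranges hold 14 and 16 rats, and trained rats make up 50% of each, so training does not explain the difference. In SM the training effect on OXPHOS subunits also had opposite signs in the ranges, a difference with an adjusted p of 4.4e-30 in camera at an inter-gene correlation of 0.01 and 0.337 at the estimated correlation. Which range reflects training cannot be told from these data. A batch of animals or libraries that the labels do not record is a candidate explanation, but the labels give no date to test it with.

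The training comparisons were also set against other splits of the same rats, 100 each with the real one included. In SM, 2 of the 100 splits gave as many genes as the 28 called. The other split called 405 genes and placed 11 rats of the later range in its first group, where the real split has 8 trained rats of that range. Another split with 11 such rats called 0 genes (1366 at an unadjusted p under 0.05), so the ranges alone do not account for the 405, and their cause was not tested. At an unadjusted p under 0.05, a count added later for SM, 3 of the 100 splits gave as many genes as the 1860 seen. In MT and LV, 0 genes were called, and 32 and 36 of the 100 splits gave as many genes at an unadjusted p under 0.05 as the 912 and 855 seen. The interaction of training with tissue between LV and SM also called 0 genes, with 687 at an unadjusted p under 0.05, and 43 of the 100 splits gave as many. For MT against SM the libraries were swapped within rats, and the real labelling was the only 1 of the 100 that gave as many genes in Sed, and likewise 1 of the 100 in ExT. The largest other counts, 19982 and 18451, came from labellings with 2 swapped rats.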
